A study of Homo sapiens with 6 samples. Its data were reported in "N4-acetylcytidine modification of ITGB5 mRNA mediated by NAT10 promotes perineural invasion in pancreatic ductal adenocarcinoma" (2025).

How the data were processed

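RNA of PANC-1 cells, an established human pancreatic cancer cell line, was measured by ac4C-seq in 6 samples, 3 from control cells and 3 from cells with NAT10 knockdown. NAT10 is the acetyltransferase that writes N4-acetylcytidine (ac4C) on RNA. The labels name both small interfering and short hairpin RNA as the means of silencing, so the groups are called control and NAT10 knockdown here. Messenger RNA was captured from total RNA, a small aliquot was kept untreated, and the remainder was reduced with sodium borohydride (NaBH4). Reduced ac4C pairs aberrantly during reverse transcription, so an acetylated cytidine is read as T in part of the treated molecules. The untreated aliquot measures the background of the assay, such as genomic variants, RNA editing and sequencing errors. Each sample therefore has a NaBH4-treated and an untreated library, which makes 12 libraries.

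Libraries carried unique molecular identifiers, and the authors trimmed the reads with fastp, removed duplicates in proprietary software, compiled the bases read at variant positions with JACUSA and tested the positions in a second proprietary program. The aligner, the genome build and the test itself are not stated. The authors deposited a table per group with the replicates side by side. For each listed site the deposited counts give the reads with A, C, G and T, the reads with the reference base and the reads with any other base, in each treated and untreated library. The deposited fraction of each library is the reads with another base over all reads, and a further deposited fraction summarises the treated libraries of the site. The authors' p-value of each site is unadjusted as far as the tables show, and the number of positions tested is not known, so it was used only as a filter and was not adjusted. A further 12 columns of letter codes were not used. Because the replicates entered the call together, a site is listed for a group and not for a sample.

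The columns were checked against each other before use. In 100% of the control sites the reference and other-base counts and the fractions followed from the base counts, and the summary fraction was the median of the treated fractions. The same held for 100% of the sites of NAT10 knockdown. The base was taken as that of the transcript strand, since adenosine made up 38.7% of the control sites on the plus strand and 38.9% on the minus strand. Gene names were taken from the gene spans of GRCh38, which carry no strand, exon or coding sequence. The files name no build. With these spans 98.8% of the control sites fell in a protein-coding gene, against 53.4% after all positions were moved 1000000 bases down and 51.8% after they were moved as far up. Positions are printed as the files give them. A total of 70 control sites and 43 sites of NAT10 knockdown lay in more than 1 protein-coding gene and were counted for each. Exon, untranslated region, coding sequence and sequence context of the sites were not analysed here. The sites analysed here include none on chromosomes 7, 8, X and Y, and on chromosome 9 they include 0 in the control and 1 in NAT10 knockdown. The tables may thus be incomplete, and the numbers of sites, their ratio and the overlaps hold for the sites analysed here only.

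The C-to-T level is the percent of reads with T among all reads at a cytidine site in a library. The mismatch level is the percent of reads with any base other than the reference. Values are given as mean ± SD over the 3 replicates of a group, and shares in a single library with their 95% Wilson interval. Where a library had no mismatched read, the upper limit that 3 reads of its total would give is stated. These intervals and limits cover counting error only.

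Levels per replicate were compared with a two-sided exact permutation test, in which 3 against 3 replicates cannot give p below 0.1. Site levels were compared with a quasi-binomial model per site and an F test, with at least 10 reads in every library used and a Benjamini-Hochberg adjusted p under 0.05. This was done between groups for sites in both tables, and within each group between treated and untreated RNA. Lists were compared by position and strand. Shares of sites were compared with two-sided Fisher's exact test, in which sites and not samples are the units. The test on the share of cytidine sites, the comparison of the base changes among mismatched reads and the comparison of C-to-T sites found in every treated library were chosen after the data were seen. Agreement between mismatched reads was the chance that 2 mismatched reads of a site carried the same base, taken within a library, between libraries, and between libraries after sites with the same reference base were exchanged in 1000 shuffles. Intervals of differences in agreement came from 2000 bootstrap draws over sites. Sites within 10 bases of each other on a strand were called neighbours.

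The genes named were fixed before the data were examined: ITGB5, BCAR1, JUN, PPP1R12C, DIAPH1, MBD4, DHX30 and KDM4A, which the study named for this assay, with every site they have in either table, and the targeted gene NAT10. The genes other than NAT10 had been chosen by the study in part from these same data. The rule added the 5 sites with the largest change among shared sites past the threshold, of which there were none, and the 5 sites with the highest mean C-to-T level in each table.

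The site test was tested on simulated data with the depths of 1318 control sites. Of 200 sites raised from 2% to 10% in treated RNA, 36.0% were recovered, and 11.1% of the calls were false. With the dispersion held at 1 or more, 0 of these 200 sites were recovered. For sites at 0 in untreated RNA and 2% in treated RNA, 73.5% of 200 simulated sites passed with the dispersion as estimated, 32.5% with a dispersion of at least 1, and 0% with the dispersion of the treated replicates alone. At 10% in treated RNA these shares were 98.5%, 98.0% and 66.5% of 200 sites, and at 1% they were 39.5%, 0% and 0.5%. All sites of these sets were true, which favours adjusted p-values. In a further simulation every library had a level of 0.4%, and 3295000 sites were drawn. The listing rule seen in the tables (no mismatched read in untreated RNA and at least 3 in each treated library) was met by 460 of them, and 459 of these passed the threshold. The site test between treated and untreated RNA therefore cannot separate a true difference from selection in sites listed by this rule. The simulation counted mismatched reads of any base and not T reads alone. It also left out the lowest median level and the authors' p-value. Its share of passing sites thus does not carry over to the C-to-T test. The agreement measure was tested on 1352 simulated sites. The within-library minus the between-library chance was -0.0345 percentage points for independent reads and 8.63 percentage points where every molecule was read 2 times.

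Replicates were compared for identity with a chi-square test of their reads per site. In the 12 pairs of libraries of a group and kind, the chi-square was 2.39 to 15.1 times its degrees of freedom, so none was treated as a repeat of another. Treated and untreated aliquots with the same number come from the same RNA. Their deviations in depth per site correlated at 0.186, 0.0885 and 0.258 in the control and at 0.439, 0.435 and 0.746 in NAT10 knockdown, across sites, which are not independent replicates. Aliquots with different numbers correlated at -0.194 to -0.0142 in the control and at -0.586 to 0.388 in NAT10 knockdown. The pairing was taken from the protocol and not from these values.

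Alternatives covered the coverage minimum, filters on the lists, the test, each replicate left out and the replicate number as a block. Analyses were run in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.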

Results

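To examine which transcript positions change with NAT10, ac4C-seq was performed in 3 control and 3 NAT10 knockdown PANC-1 samples, each with a NaBH4-treated and an untreated library. The control table listed 1352 sites and that of NAT10 knockdown 1001 sites. Over the listed sites, the treated control libraries held 295737, 305063 and 304834 reads, and the untreated ones 199984, 231126 and 244199 reads. The treated libraries of NAT10 knockdown held 223988, 217253 and 214580 reads, and the untreated ones 198453, 178646 and 179703 reads. These totals cover the listed sites only, and the full depth of the libraries is not known. A control site had a median of 588 reads over the 3 treated libraries and 402 reads over the 3 untreated ones. A site of NAT10 knockdown had a median of 567 treated and 459 untreated reads. The ratio of treated to untreated reads was 1.35 ± 0.118 (SD, n = 3) in the control and 1.18 ± 0.0455 (SD, n = 3) in NAT10 knockdown. The replicates of the groups did not overlap in this ratio (two-sided exact permutation p = 0.1, the smallest that 3 against 3 can give).

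The background in untreated RNA was examined first. No untreated library had a mismatched read at any listed site, among 675309 untreated reads in the control and 556802 in NAT10 knockdown. Every treated library had at least 3 mismatched reads at every listed site. The lowest median level of the treated libraries was 1.00% in both tables, and the highest p-value of the authors was 0.0496 in the control and 0.0482 in NAT10 knockdown. The listed sites are thus those without background at the depth of the untreated libraries, which was as low as 5 reads in both tables. Mismatch levels were low. The median level of a control site was 2.11%, with quartiles of 1.38% and 4.13%. In NAT10 knockdown the median was 2.26%, with quartiles of 1.39% and 4.46%.

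The number of sites was then compared between the groups. NAT10 knockdown had 0.740 times as many sites as the control (95% interval 0.682 to 0.803, counting error only). Each group has a single joint list, so this ratio has no replicate error. It covers the sites analysed here, which lack chromosomes 7, 8, X and Y and nearly all of chromosome 9. It moved most when only sites with a mean C-to-T level of at least 10% were kept, which left 4 control sites and 5 sites of NAT10 knockdown, a ratio of 1.25. Since ac4C is read as a C-to-T change, the reference base of the sites was compared. Cytidine was the base of 394 control sites, or 29.1% (95% Wilson interval 26.8 to 31.6), and of 292 sites of NAT10 knockdown, or 29.2% (26.4 to 32.1). The most frequent base was adenosine, with 524 control sites and 390 sites of NAT10 knockdown. The share of cytidine did not differ between the lists (odds ratio 1.00, 95% interval 0.837 to 1.20, two-sided Fisher's exact p = 1). NAT10 knockdown had 0.741 times as many cytidine sites as the control (95% interval 0.637 to 0.862). For the other bases together, it had 0.740 times as many (95% interval 0.672 to 0.816), 709 sites against 958.

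**Figure D1:**
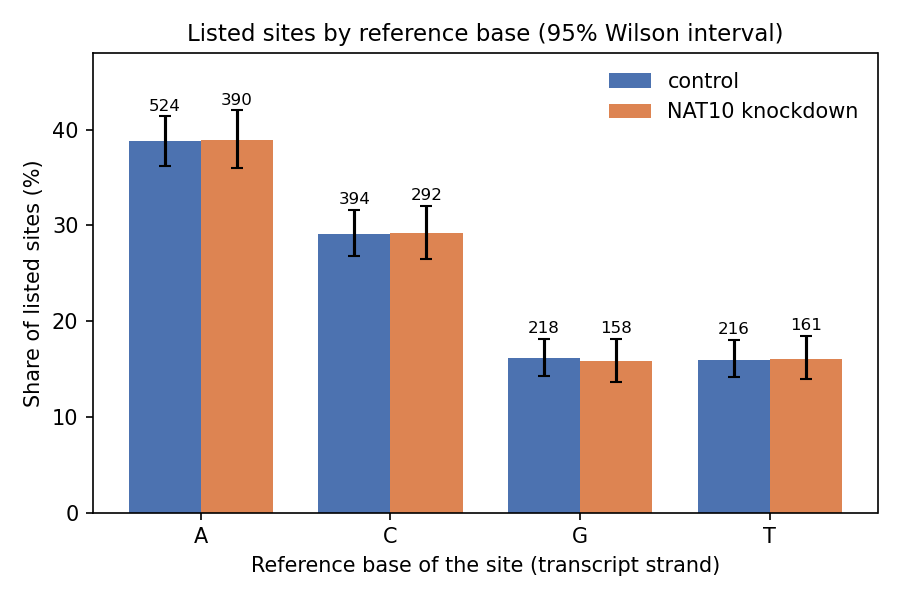
Share of listed sites (%) by reference base in the control and NAT10 knockdown tables, with 95% Wilson intervals and the number of sites above each bar. Cytidine made up 29.1% of the control sites and 29.2% of the sites of NAT10 knockdown.

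The kinds of base change were compared among the mismatched reads of the treated libraries. C-to-T changes made up 16.0% ± 0.504 (SD, n = 3) of the mismatched reads in the control and 15.4% ± 0.253 (SD, n = 3) in NAT10 knockdown. The share was lower by less than 1 percentage point, and the replicates did not overlap (two-sided exact permutation p = 0.1, Benjamini-Hochberg adjusted over 12 changes 0.2). A total of 6 of the 12 changes reached the smallest possible p of 0.1, in either direction. The largest difference was in G-to-T changes, with 6.80% ± 0.257 in the control and 5.14% ± 0.312 in NAT10 knockdown (SD, n = 3, exact permutation p = 0.1). A-to-T changes were the most frequent, at 18.1% ± 0.433 in the control and 17.97% ± 0.451 in NAT10 knockdown (SD, n = 3). The lists hold different sites, so these shares compare lists and not the same positions.

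**Figure D2:**
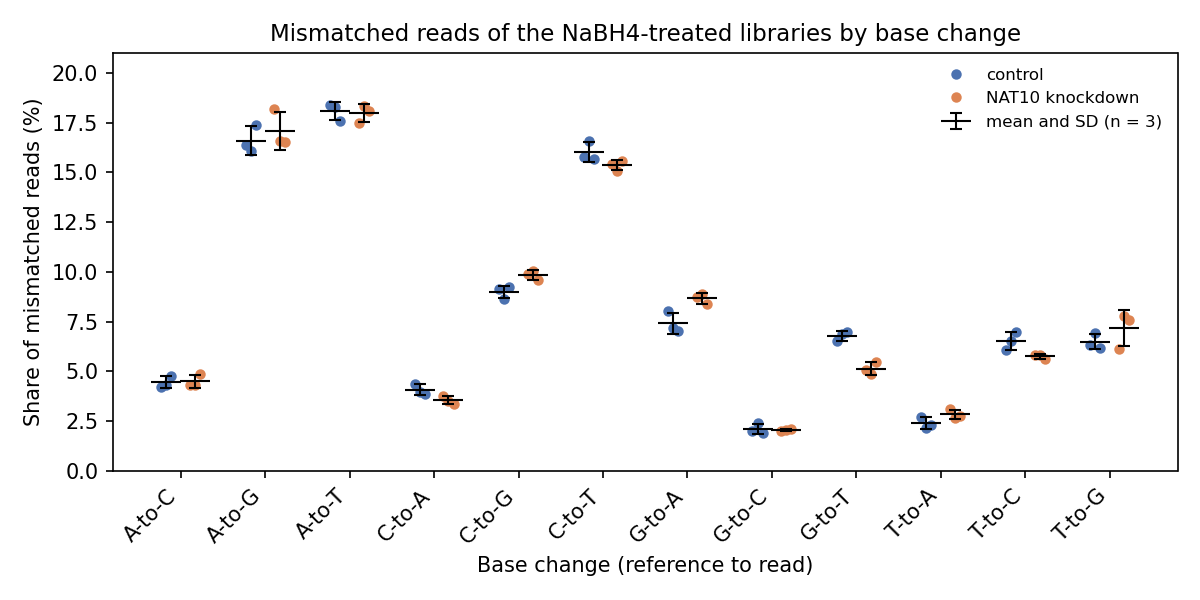
Share of the mismatched reads of each NaBH4-treated library (%) by base change, with a point per replicate and black marks for the mean and SD of 3 replicates. C-to-T changes held 16.0% in the control and 15.4% in NAT10 knockdown, below A-to-T changes at 18.1% and 17.97%.

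At cytidine sites alone, T made up 55.0% ± 1.52 of the mismatched reads in the control and 53.4% ± 1.05 in NAT10 knockdown (SD, n = 3, two-sided exact permutation p = 0.3). G made up 31.0% ± 1.25 in the control and 34.3% ± 0.774 in NAT10 knockdown (SD, n = 3, exact permutation p = 0.1). T was the most frequent other base at 223 control cytidines (56.6%) and at 156 cytidines of NAT10 knockdown (53.4%). No treated library had a T read at 40 control cytidines, or 10.2% (95% Wilson interval 7.54 to 13.5), and at 32 cytidines of NAT10 knockdown, or 10.96% (7.87 to 15.1). At least 3 T reads in every treated library were found at 113 control sites and 82 sites of NAT10 knockdown. For the other single changes, each counted on its own and then summed, such sites numbered 473 and 309. A site that met this for several changes would be counted for each, so the units of the following test may overlap. The odds of a C-to-T site against the other changes did not differ between the lists (odds ratio 1.11, 95% interval 0.808 to 1.53, two-sided Fisher's exact p = 0.515).

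Treated and untreated RNA were compared within each group at the cytidine sites. Among 389 control cytidines with at least 10 reads in every library, 199 had a higher C-to-T level in treated RNA at an adjusted p under 0.05 in the quasi-binomial test and 0 a lower level. In NAT10 knockdown 138 of 289 cytidines had a higher level and 0 a lower one. With the spread taken from the treated replicates alone, chosen after the data were seen because the untreated libraries have none, 0 control cytidines passed and 109 had an unadjusted p under 0.05. In NAT10 knockdown 0 passed and 80 had an unadjusted p under 0.05. This version also passed 0 of 200 simulated sites with a true level of 2% in treated RNA and none in untreated RNA. At a true level of 10% it passed 66.5% of 200, in a set of true sites only, which favours adjusted p-values. Its counts of 0 thus do not show that a difference is absent. The sites were listed for having mismatched reads in treated RNA and none in untreated RNA. The counts are therefore set in part by the listing and do not measure how many cytidines respond to NaBH4. In a simulation with the same level in every library, 99.8% of sites passed once they met that rule. It counted mismatched reads of any base, whereas the test counted T reads, which were absent at 39 of 389 control cytidines. That share thus does not carry over to the C-to-T counts. Other changes gave such counts too. G-to-A changes were higher in treated RNA at 96 of 207 control guanosines, and A-to-T changes at 204 of 517 control adenosines. In the control the C-to-T share of 51.2% was the largest of all changes. In NAT10 knockdown G-to-A changes were higher at 94 of 153 guanosines, or 61.4%, above the C-to-T share of 47.8%. A-to-C changes had the lowest shares, 5.03% in the control and 2.60% in NAT10 knockdown.

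The C-to-T level was compared at positions listed in both tables. The tables shared 1 site, the cytidine at position 119903007 on the plus strand of chromosome 10, in SEC23IP. SEC23IP was named because it was the single shared site. Its C-to-T level was 0.315% ± 0.273 in the control and 0.2299% ± 0.398 in NAT10 knockdown (SD, n = 3, two-sided exact permutation p = 1). The quasi-binomial test also found no difference, with 0 of 1 site past the threshold and 0 at an unadjusted p under 0.05. The reads at this site were 206, 223 and 218 in the treated control libraries and 303, 229 and 290 in those of NAT10 knockdown, so a difference of this size was not detectable at this depth. Most of its mismatched reads were C-to-G changes. The direction of this difference changed when control replicate 1 was left out, with a difference of 0.00053 percentage points. It also changed without NAT10 knockdown replicate 1 or 2, with 0.0301 percentage points. A total of 8 pairs of sites lay within 10 bases of each other across the tables.

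Over each group's own cytidine sites, the median C-to-T level per replicate was 1.01% ± 0.0575 in the control and 0.982% ± 0.0838 in NAT10 knockdown (SD, n = 3, two-sided exact permutation p = 0.5). The mean over sites was 1.49% ± 0.0770 in the control and 1.57% ± 0.0678 in NAT10 knockdown (SD, n = 3, exact permutation p = 0.3). The direction of the difference was thus not the same for median and mean, and the replicates of the groups overlapped in both. Without control replicate 2, the difference in medians was 2.6e-05 percentage points, in the other direction. Each list holds only sites with a median mismatch level of at least 1.00%. A cytidine that lost its mismatched reads would leave the list, so these levels cannot show whether NAT10 knockdown lowers the C-to-T level.

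The lists were also compared by gene. Control sites fell in 1107 protein-coding genes and sites of NAT10 knockdown in 835, of which 205 were shared. Cytidine sites fell in 361 genes in the control and 255 in NAT10 knockdown, with 21 shared. Of the control genes with a cytidine site, 94.2% had none in NAT10 knockdown. Of the NAT10 knockdown genes with a cytidine site, 91.8% had none in the control. Absence from a list is a failed call and not a measured 0, and the depth at those positions in the other group was not analysed here.

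The agreement of mismatched reads was measured at each reference base. At control cytidines, 2 mismatched reads of one site carried the same base in 78.4% of pairs within a library and 68.2% between libraries, against a mean of 41.8% after sites were shuffled. At control adenosines these shares were 74.8%, 63.9% and 40.6%. At cytidines of NAT10 knockdown they were 75.8%, 66.3% and 41.8%.

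**Figure D3:**
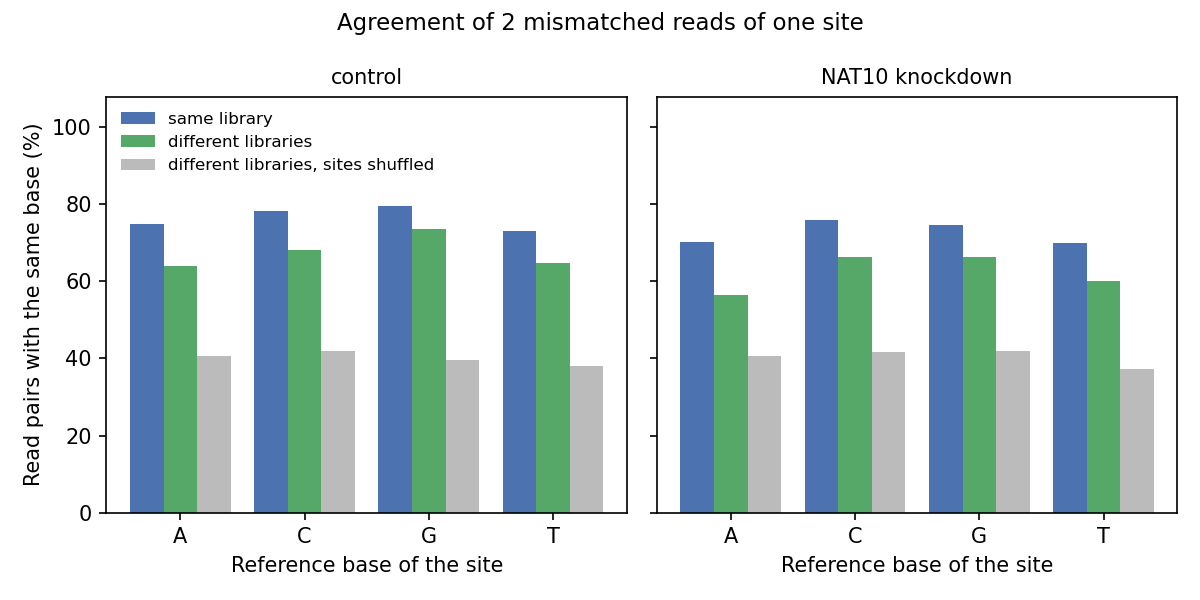
Share of pairs of mismatched reads of one site that carried the same base (%), by reference base and group, for reads of the same library, of different libraries, and of different libraries after sites were shuffled (mean of 1000 shuffles). At control cytidines the shares were 78.4%, 68.2% and 41.8%.

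The targeted gene was examined as the first of the named genes. NAT10 had a cytidine site in each table, at different positions, and its expression was not analysed here, so the tables do not show the degree of knockdown. The control site at position 34127524 on chromosome 11 had a C-to-T level of 4.43% ± 2.21 (SD, n = 3) from 281 treated reads. The NAT10 knockdown site at position 34146119 on chromosome 11 had 0.760% ± 0.715 (SD, n = 3) from 1379 treated reads.

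Each of the 8 genes that the study named for this assay had a cytidine site in the control table, 9 in all. The study had chosen these genes by overlapping this assay with antibody capture of ac4C RNA, and some also with RNA-seq. Their presence in the control list was thus largely set by that choice and is not independent evidence. Their mean C-to-T levels lay between 0.340% and 1.89%, and 5 of the 9 sites had a T read in every treated library. In ITGB5, the cytidine at position 124796414 on the minus strand of chromosome 3 had a C-to-T level of 0.819% ± 0.329 (SD, n = 3). The 3 treated libraries had 6 of 501 reads with T, or 1.20% (95% Wilson interval 0.550 to 2.59), 3 of 496, or 0.605% (0.206 to 1.76), and 3 of 458, or 0.655% (0.223 to 1.91). The untreated libraries had 0 of 270, 0 of 315 and 0 of 352 reads, which allow up to 1.11%, 0.952% and 0.852%. The treated levels of ITGB5 in control replicates 2 and 3 lie under the limit of their own untreated library. Over the 3 untreated libraries together, 0 of 937 reads allow up to 0.320%, which is below the level of each treated library. The lower interval limits of treated replicates 2 and 3, 0.206% and 0.223%, lie under 0.320%. Counting error thus does not separate these 2 libraries from the untreated limit. The site was listed for having no untreated mismatch.

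BCAR1 had its cytidine site at position 75242775 on chromosome 16, with 1.21% ± 0.669 (SD, n = 3). KDM4A had 2 cytidine sites on chromosome 1, with 1.55% ± 1.11 at position 43667908 and 1.89% ± 1.03 at position 43703632 (SD, n = 3). DHX30 had 1.32% ± 0.778 (SD, n = 3) at position 47846920 on chromosome 3. The other 4 cytidines lacked T in part of the libraries. JUN had T in 1 of 3 treated libraries at position 58782772 on chromosome 1, with A in the others. PPP1R12C had T in 1 of 3 at position 55093182 on chromosome 19. DIAPH1 had T in 2 of 3 at position 141579095 on chromosome 5. MBD4 had T in 2 of 3 at position 129437797 on chromosome 3. The control table also held a site at another base in each of BCAR1 and JUN. BCAR1 had a guanosine at position 75233889 on chromosome 16, with a mismatch level of 1.64% ± 0.137 (SD, n = 3). JUN had an adenosine at position 58782923 on chromosome 1, with a mismatch level of 1.37% ± 0.1996 (SD, n = 3).

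Of these 8 genes, 6 had no site listed in NAT10 knockdown. Among all control genes with a cytidine site, 94.2% had none in NAT10 knockdown, so such absence does not single these genes out. DIAPH1 had another cytidine, at position 141528929 on chromosome 5, with 2.13% ± 0.474 (SD, n = 3). BCAR1 had a thymidine site, at position 75233883 on chromosome 16, with a mismatch level of 2.60% ± 0.712 (SD, n = 3). This lies within 10 bases of the control guanosine site of BCAR1. None of the named cytidines was listed in both tables, so no change in level can be computed for these genes.

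The highest mean C-to-T level in the control was 18.6% ± 9.80 (SD, n = 3), in ENDOV at position 80425050 on chromosome 17, from 68 treated reads. RPTOR, ZNF500, ZNF451 and MGRN1 followed, down to 9.93% ± 1.73 (SD, n = 3) in MGRN1 from 101 treated reads. In NAT10 knockdown the highest level was 14.6% ± 5.83 (SD, n = 3), in FBXW11 at position 171862671 on chromosome 5, from 107 treated reads. HSPG2 had adjacent cytidines at positions 21847424 and 21847425 on chromosome 1, with 12.99% ± 6.37 and 12.4% ± 7.22 (SD, n = 3). They had 14 and 13 T reads of 118 treated reads each and are neighbours, so they may not be independent sites. ACVR2A and a site on chromosome 2 in no protein-coding gene followed. The level of ACVR2A, 10.2% ± 10.0 (SD, n = 3), lay under the limit of 11.5% from its untreated reads. Each other site with a highest level lay above its own untreated limit.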

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

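All tests in this part were chosen after the results they bear on had been seen. Sites at bases other than cytidine lie outside the C-to-T measurement, and they carried mismatched reads in treated RNA above the level in untreated RNA, which was 0 reads at every one. There were 958 such sites in the control and 709 in NAT10 knockdown. Both were selected for having no untreated mismatch, so the excess over untreated RNA is fixed by the listing.

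Read errors with no preferred base are argued against. In the control, 2 mismatched reads of one non-cytidine site in different libraries carried the same base in 66.3% of pairs, against at most 41.9% in any of the 1000 shuffles between sites. Variants of the cell line are argued against as well, since 97.8% of the non-cytidine control sites had a median level under 20% and none had a mismatched read in untreated RNA. For the minority of sites with a listed neighbour within 10 bases, misaligned reads that carry several mismatches are a candidate explanation. Of the 104 neighbouring control pairs, 35.6% had equal numbers of mismatched reads in all 3 treated libraries, against 4.49% of 89 pairs that lay 300 to 5000 bases apart. Other changes that fall together on one molecule would give the same pattern. These pairs include cytidine sites and were not split by base. Such a neighbour was found for 15.7% of cytidines and 12.8% of other sites in the control, and for 19.2% and 8.89% in NAT10 knockdown. The candidate explanation thus extends to those cytidines. For the 87.2% of non-cytidine control sites without such a neighbour, misaligned reads with a single mismatch cannot be told apart from other sources, because the sequence around the sites was not analysed here. A modification at other bases that responds to NaBH4 stays open and was not tested.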

How the results depend on the processing

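Of 85 alternative values for 12 results, 60 kept their direction and their side of the threshold, or stayed within the margin for counts and untested values. Some alternatives were chosen after seeing the data. These were for the share of cytidine sites, for C-to-T sites found in every treated library and for the changes among mismatched reads. They were also for each group's own sites, and for dispersion and block in treated against untreated RNA. The cause of a change was not tested unless stated.

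Keeping sites with T as the most frequent other base at a cytidine left 223 control sites and 156 sites of NAT10 knockdown, and a mean C-to-T level of at least 10% left 4 and 5, since fewer sites pass. The ratio of sites in NAT10 knockdown to the control then became 1.25 at that level, in the other direction, and 0.821 for p-values of the authors under 0.01. Shared items rose from 1 site to 8 pairs within 10 bases and 205 shared genes, because these count wider units.

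At the shared site, the fits that each left out one replicate gave differences in C-to-T level from -0.315 to 0.0301 percentage points. They were in the other direction without control replicate 1 (0.00053) and without NAT10 knockdown replicate 1 or 2 (0.0301 each). This site has 0 to 2 T reads in each treated library, which limits it. The site test found 0 sites under each alternative run. Over each group's own cytidines, leaving out one replicate gave from -0.0805 to 2.6e-05 percentage points, the last without control replicate 2, and the mean over sites gave 0.0835. The C-to-T share of mismatched reads kept its direction, from -0.819 to -0.359 percentage points across the fits that left out one replicate. With 1 site per group of neighbours within 10 bases the difference was -0.711 percentage points (exact permutation p = 0.2). The replicates of the groups were then no longer fully separated.

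For treated against untreated RNA, leaving out one replicate gave 77 to 123 cytidines in the control, where 199 passed, lowest without replicate 2. In NAT10 knockdown it gave 61 to 72, where 138 passed, lowest without replicate 2. Fewer libraries were tested in these fits. A dispersion of at least 1 gave 0 cytidines in both groups, with 184 and 131 at an unadjusted p under 0.05. The dispersion of the treated replicates alone also gave 0 in both, with 109 and 80 at an unadjusted p under 0.05. The untreated libraries are all at 0 and add no spread, so the dispersion as first estimated is too low. In simulations of 200 true sites at 0 in untreated RNA, a dispersion of at least 1 passed 0% at a treated level of 1%, 32.5% at 2% and 98.0% at 10%. The dispersion of the treated replicates alone passed 0.5%, 0% and 66.5%. The counts of 0 thus do not decide whether a difference exists at levels near 1%, where the median listed cytidine lies. At 10% they do not decide it either, since all sites of these simulated sets were true, which favours adjusted p-values. In the simulation where 200 of 1318 sites were raised from 2% to 10%, a dispersion of at least 1 recovered 0 of them. A quasi-binomial fit with the replicate block could not be estimated, because the untreated libraries are all at 0. An exact test with the replicate as stratum gave 191 control cytidines and 146 in NAT10 knockdown.

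The odds ratio of cytidine sites was 0.953 with 1 site per group of neighbours within 10 bases, in the other direction from 1.00, and both intervals include 1. The odds ratio of C-to-T sites was 0.413 with at least 5 reads in every treated library (exact p = 0.334), in the other direction from 1.11.

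Control and NAT10 knockdown samples share only a replicate number. Whether the numbers pair them could not be checked with 1 shared site. With the replicate block the difference at that site stayed at -0.0848 percentage points (exact sign-flip p = 1) and 0 sites passed. For the C-to-T share of mismatched reads, the block gave -0.648 percentage points (exact sign-flip p = 0.25, the smallest 3 pairs can give), and for own cytidines -0.0323 (exact p = 0.75).

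The share of sites in the coding sequence and the share in a repeat of cytidines were not run, since coding annotation and sequence were not analysed here. The limma alternative was not run, since 1 site gives no spread across sites.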

Other observations

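All tests in this part, except the counts of library splits, were chosen after the results they bear on had been seen.

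NAT10 knockdown had fewer listed sites than the control. The loss of acetylated cytidines as the whole of this difference is argued against, since sites at A, G and T were also fewer, by a ratio of 0.740 (95% interval 0.672 to 0.816). The depth of the untreated libraries stays open. The median site of NAT10 knockdown had 1.14 times the untreated reads of the median control site and 0.964 times the treated reads, and a deeper untreated library leaves fewer positions without a mismatch. Depth and group cannot be told apart here, because only listed sites were analysed here. A smaller loss of acetylated cytidines within this difference may exist and was not excluded.

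At the listed cytidines, acetylation of every one is argued against, since 10.2% of the control cytidines had no T read in any treated library. Selection by the listing rule may by itself give more C-to-T reads in treated than in untreated RNA, since the listed sites have no untreated mismatch. In the simulation, 99.8% of the sites with one level in every library passed the site test after meeting the rule. It counted mismatched reads of any base, so this share does not carry over to T reads. In the control, 1 of the 10 splits of the 6 libraries, the real one, gave as many cytidines with an adjusted p-value under 0.05. In NAT10 knockdown it was also 1 of 10. The share cannot fall below that with 3 libraries against 3, and the listing rule favours the real split.

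Mismatched reads of one site carried the same base more often within a library than between libraries. In the control the chances were 76.4% and 66.9%, a difference of 9.50 percentage points (95% bootstrap interval 8.59 to 10.5). In NAT10 knockdown the difference was 11.1 percentage points (9.79 to 12.4). Copies of one molecule that were counted more than once, in spite of molecular identifiers, are a candidate explanation. Base changes that arise once per library before amplification would look alike. Counts at a level of 3 reads may then stand for fewer molecules than reads.

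Most genes with a listed cytidine in the control had none in NAT10 knockdown. Loss of acetylation may account for part of this, but 91.8% of the NAT10 knockdown genes with a listed cytidine had none in the control either. The single shared position was a cytidine, so no site at another base was shared, among 958 in the control and 709 in NAT10 knockdown. Loss of cytidine acetylation cannot account for this, which argues against it as the whole of the difference between the lists. At cytidines, the part due to loss cannot be told apart from low reproducibility of the lists, since the reads at unlisted positions were not analysed here.

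Reads per site of NAT10 knockdown replicate 3 were spread unlike those of the other replicates of its group. In treated RNA the chi-square per degree of freedom was 15.1 between replicates 1 and 3 and 13.4 between replicates 2 and 3, against 2.39 between replicates 1 and 2. In untreated RNA of the same group the values were 12.6, 10.95 and 3.00.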
